A study of Mus musculus with 8 samples.

How the data were processed

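The series holds 8 bulk RNA-seq libraries from whole mouse brain: 3 wild-type (WT) and 3 Cav1 knockout (KO) libraries from fetuses at gestation day 15, and 2 KO libraries from brains at week 70. Per the labels' protocols, total RNA was extracted, messenger RNA was selected on oligo-dT beads, and cDNA was primed with random hexamers after fragmentation. The authors deposited 1 table of raw read counts per Ensembl gene for the 8 libraries, per the file headers. The aligner, the counting program, the genome build, the annotation, the use of strand and the handling of reads that match several genes are not stated in the labels or the table. Because the counting is not stated, values of genes with near-identical copies, overlapping genes and antisense genes are uncertain.

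The table lists 34299 genes, of which 805 had 0 counts in all 8 libraries. The gene name was blank for 351 genes, which kept their Ensembl identifiers and stayed in the analysis. Groups followed the titles of the samples, and each column of the table carried the title of 1 sample. Total counts ranged from 14110031 to 20833397 per library. A gene with 0 counts could still hold up to 3 counts, which corresponds to 0.144 CPM in the deepest library and to 0.213 CPM in the shallowest. These floors cover counting error only, because the reads carry no molecular identifiers. Where all libraries of a group held 3 counts or fewer, a fold is given as a lower bound against that floor.

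Genes were tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr with the groups, library sizes were scaled by TMM, and the two-sided quasi-likelihood F-test was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Only the 6 fetal libraries entered the comparison of genotypes, and only the 5 KO libraries entered the comparison of ages. Values per gene are normalised CPM as mean ± SD, and log2 fold changes carry the standard error implied by the F statistic. The 10 metabolic gene lists, written before the data were examined, were tested with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 between genes, adjusted over the 10 lists. Further lists, also written beforehand, covered caveolae, the X-inactivation transcript and Y-linked genes, the marker genes of other tissues and brain cells, brain regions and cell states, and are described by their medians.

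Named genes followed a rule fixed before the data were examined. At day 15 it took every gene of the caveolae list, the 5 largest rises and the 5 largest falls, and the 6 genes of the metabolic lists with the smallest adjusted p. For age it took the 4 largest rises, the 4 largest falls and the caveolae list. Rises and falls were drawn from genes past the threshold with a mean of at least 50 counts, no overlap of CPM between groups, and a symbol that is not a predicted gene or clone name. Any other gene named was chosen after its values were seen, unless it belongs to a list.

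The position of the fetal genotype difference along the fetal to week 70 axis was the share of called genes whose KO minus WT change had the sign of week 70 minus the midpoint of both fetal groups. Because the fetal libraries enter both terms, the share was compared with 20 simulations of unchanged fetal groups, using the 1000 genes with the largest difference in each. It was also compared with 10000 sets of random tested genes matched on expression.

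Transcript length, GC content, gene type and gene order came from GENCODE release M 21 on GRCm38, used only for these properties. It matched 33365 of the identifiers (97.3%). Pseudogenes were assigned to parent genes by aligning their transcripts to protein-coding transcripts with minimap2 2.31, requiring 50% of the pseudogene aligned at 85% identity. After the trends on length and GC had been seen, a corrected fit was added: each library's deviation from the gene mean was smoothed on both properties with mgcv 1.9.3 and entered as an offset.

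Alternatives fixed beforehand were RLE and upper-quartile scaling, no filter, a filter at a mean of 10 counts, DESeq2 1.42.0, all 8 libraries in one fit, an added fold change threshold, removal of haemoglobin and mitochondrially encoded genes, the replicate number as a block, each library left out in turn, other reference points for the axis, and, for lists, fry and camera with an estimated correlation. The corrected fit, its combination with the block, thinning of the WT counts to the KO depth, a restriction to protein-coding genes with no processed pseudogene, list medians with each library left out, and metabolic lists without parents of processed pseudogenes were chosen after seeing the data.

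The scripts were tested on simulated data. In counts drawn from the fetal libraries' means and library sizes, with 200 genes changed by 1 on the log2 scale, edgeR tested 18695 genes, recovered 77% of the changed genes and made 171 calls, of which 9.94% were false, above the nominal rate. DESeq2 recovered 81%, with 12% false calls. With an added trend on length and GC, the uncorrected fit called 7385 of 18816 genes and the corrected fit called 169, of which 10.1% were false. Camera called 0 of the 10 lists when none was shifted and 1 when glycolysis was raised. Genes were drawn independently there, so this does not test camera where the genes of a list are correlated. WT brains at week 70 were not analysed here.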

Results

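Whole brains of mice with a knockout (KO) of Cav1, the gene for the caveolar membrane protein caveolin 1, were compared with wild-type (WT) brains by RNA-seq of polyadenylated RNA. There were 3 WT and 3 KO libraries from fetuses at gestation day 15 and 2 KO libraries from brains at week 70. Total counts were 20833397, 19722372 and 19414747 in WT day 15 replicates 1 to 3, and 14110031, 15245283 and 14687001 in KO day 15 replicates 1 to 3. The week 70 replicates 1 and 2 held 20203233 and 18924304 counts. Mean depth at day 15 was 19990172 ± 746277 counts in WT and 14680772 ± 567652 in KO (SD, n = 3 each), and no KO library reached the depth of a WT library. No batch, date or litter is recorded in the labels, and depth separated the genotypes completely, so that batch and genotype cannot be told apart and no comparison could be repeated within a batch.

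The composition of the libraries differed between the groups, and the shares of processed pseudogenes and ribosomal proteins separated all 3. Processed pseudogenes took 3.62 ± 0.0705% of counts in WT day 15, 6.31 ± 0.17% in KO day 15 (SD, n = 3 each) and 0.306% in both week 70 libraries. The parent genes of ribosomal proteins took 0.417 ± 0.00295%, 1.02 ± 0.0117% and 1.59 ± 0.087% in the same order. Mitochondrially encoded mRNA made up 1.25 ± 0.0411% of counts in WT day 15, 3.26 ± 0.316% in KO day 15 and 3.97 ± 0.61% at week 70. The 10 most abundant genes of a library took 3.55 ± 0.293%, 5.89 ± 0.0865% and 6.16 ± 0.87%. These last 2 measures separated WT from KO day 15, but KO day 15 and week 70 overlapped. The fetal libraries held at most 4 counts from 4 Y-linked genes and at least 54531 counts of Xist, the X-inactivation transcript. Week 70 replicate 1 held 0 Y-linked counts and 7969 Xist counts, and replicate 2 held 2219 and 4.

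**Figure D1:**
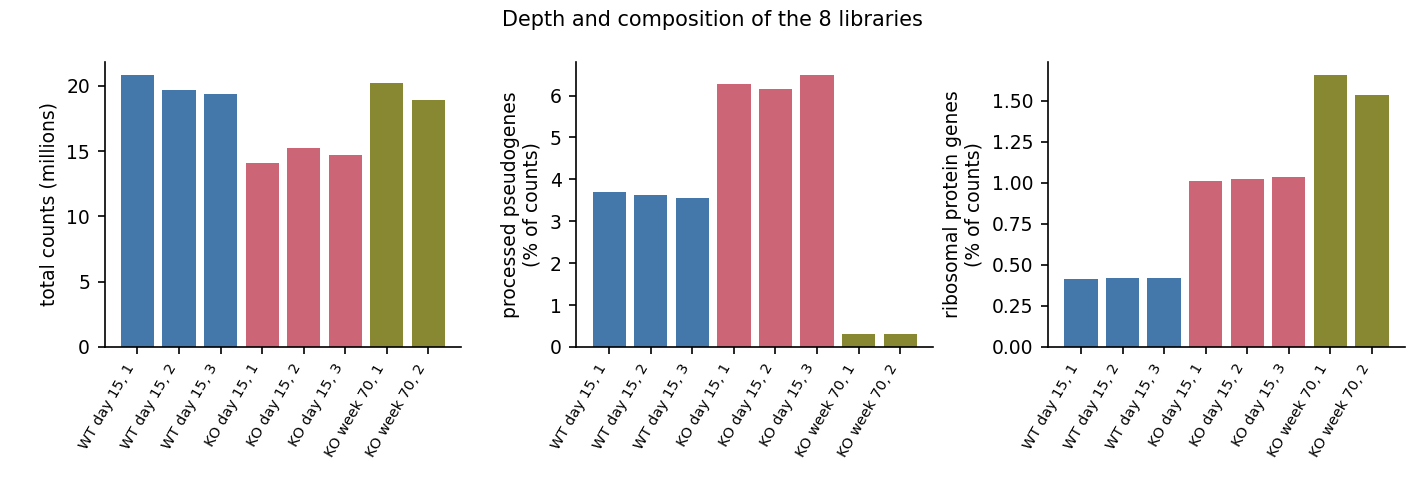
Total counts (left), and the percent of counts in processed pseudogenes (middle) and in ribosomal protein genes (right), with 1 bar per library for WT day 15 (blue), KO day 15 (red) and KO week 70 (olive). The KO day 15 bars are lowest in depth and highest in pseudogenes, and the week 70 bars stand at 0.306% in pseudogenes.

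The targeted gene was examined first. Cav1 (ENSMUSG00000007655) had 367, 218 and 329 counts in the WT day 15 libraries, 0, 3 and 1 in the KO day 15 libraries, and 1 and 5 in the week 70 KO libraries, so that no library contradicts its genotype label. Its level was 16.1 ± 3.61 normalised CPM in WT day 15 (SD, n = 3), while all 3 KO day 15 libraries stood at or under the floor of 3 counts, which makes it at least 80-fold lower in KO. The edgeR log2 fold change was -7.43 (SE 0.408, adjusted p 1.29e-07), and among its alternatives it moved most, to -8.66, without KO day 15 replicate 2.

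Of the 9 genes on the caveolae list 8 were tested at day 15, and 6 of them passed the threshold. Cavin1 changed from 39.3 ± 17.4 to 7.78 ± 1.63 CPM (SD, n = 3 each), with an edgeR log2 fold change of -2.33 (SE 0.284, adjusted p 4.04e-05). Ehd2 changed from 15.2 ± 5.33 to 4.08 ± 0.678 CPM, a log2 fold change of -1.89 in edgeR (SE 0.251, adjusted p 7.58e-05). Pacsin2 and Cavin2 were lower by smaller amounts, with log2 fold changes of -0.91 and -0.65. In the length and GC corrected fit, the log2 fold changes were -1.59 for Cavin1, -1.05 for Ehd2, -0.42 for Pacsin2 and -0.90 for Cavin2. Cavin1 and Ehd2 were highest in WT replicate 1, and were at -1.93 and -1.61 without it. Lists of endothelium, pericyte and fibroblast genes, given below, were lower in KO as well, so these falls cannot be assigned to Cav1 loss alone. Cav2 was higher, at 19.8 ± 5.39 against 6.73 ± 1.31 CPM, with a log2 fold change of 1.56 (edgeR SE 0.206, adjusted p 7.66e-05) that was 0.80 after the length and GC correction described below. Cavin3 and Cavin4 did not pass the threshold in edgeR (adjusted p 0.888 and 0.25), and the sign of the small Cavin3 change of -0.04 was not stable between settings. The 6 calls were also made when adjusted over the list alone, where edgeR gave Cavin2 an adjusted p of 0.00841. Cav3 held at most 5 counts in any library and was not tested. Gm15581, chosen after its values were seen, lies next to Cav2, which stands between it and Cav1 in the order of tested genes on GRCm38. It had 1, 0 and 0 counts in WT day 15, 42, 54 and 91 in KO day 15, and 13 and 15 at week 70. It was at least 24.6-fold higher in KO than in WT at day 15.

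**Figure D2:**
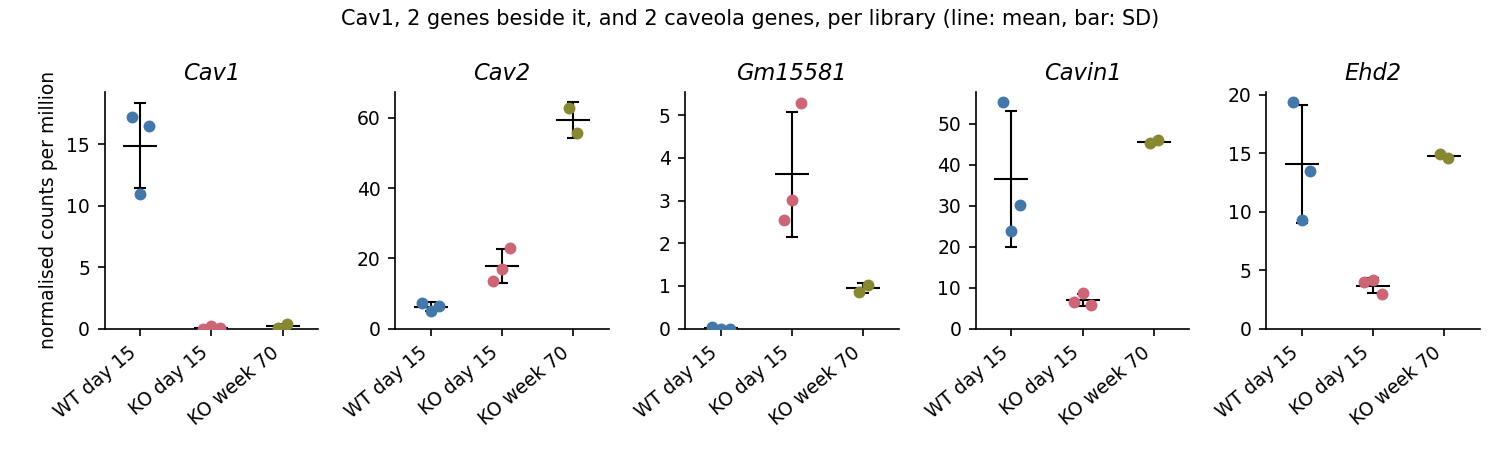
Normalised CPM, scaled over all 8 libraries, of Cav1, Cav2, Gm15581, Cavin1 and Ehd2. Each point is 1 library, horizontal lines are group means and bars are SD (n = 3, 3 and 2). Cav1 is near 0 in all 5 KO libraries, and the Cavin1 and Ehd2 points of KO day 15 lie under all WT points.

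The series asks how the loss of Cav1 affects gene activity, above all metabolism, in the fetal brain. Between KO and WT at day 15, edgeR tested 19147 genes and called 11993 (62.6%), 5768 higher and 6225 lower in KO. The median absolute log2 fold change of the called genes was 0.74, and 3702 of them changed by at least 1 on the log2 scale. CPM did not overlap between the groups for 13109 genes (68.5%), where chance gives 10%. Of the alternatives that change 1 choice and keep both the threshold and all gene types, the length and GC correction moved the count most, to 9621 calls among 19050 genes. Upper-quartile scaling raised the median log2 fold change of all genes by 0.17, and with it 60.8% of the calls were higher in KO, against 48.1% with TMM. None of the other 9 ways to split the 6 fetal libraries into 3 and 3, each of which mixes the genotypes within its groups, gave a call, with 78 to 226 genes at an unadjusted p under 0.05, against 12693 for the split by genotype.

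The fold change between the genotypes depended on the length and the GC content of transcripts, which were known for 99.5% of the tested genes. Across genes, which are not independent replicates, Spearman's rho with the log2 fold change was -0.37 for length and -0.48 for GC. Protein-coding genes with transcripts under 500 bases had a median log2 fold change of 0.96 (48 genes), and those over 8000 bases one of -0.35 (907 genes). The median was 0.63 for genes under 40% GC (876 genes) and -0.78 for genes over 60% (705 genes). Pairs of WT replicates gave rho of at most 0.1 in size for GC, whereas KO replicate 3 differed from KO replicates 1 and 2 with rho of 0.35 and 0.33. In the corrected fit, chosen after seeing this trend, rho was -0.02 for length and -0.015 for GC. The corrected and uncorrected fits shared 7437 called genes, of which 88.4% had the same sign, and 860 were called in opposite directions.

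**Figure D3:**
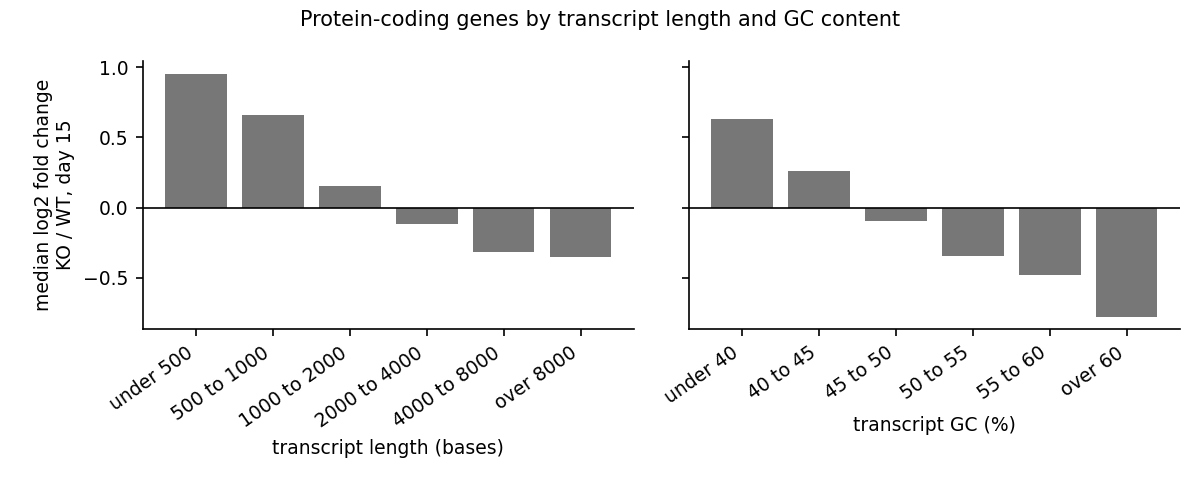
Median log2 fold change of KO over WT at day 15 for protein-coding genes in bins of transcript length in bases (left) and of GC content in percent (right). The medians decline from 0.96 in the shortest to -0.35 in the longest transcripts, and from 0.63 at the lowest to -0.78 at the highest GC.

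The rule for named genes drew its 5 largest rises and falls at day 15 from 9033 genes. Among the rises were Rpl29, 7SK, Ooep and Hbb-bs. Rpl29 had 54, 1232 and 43 counts in WT and 4487, 4956 and 4652 in KO, so that 1 WT library set the spread. Its edgeR log2 fold change was 3.66 (SE 0.857, adjusted p 0.00357), and 6.89 without WT replicate 2. As a ribosomal protein gene with processed pseudogenes, its value is uncertain. Ooep had 69 counts in WT replicate 2 and 5 and 6 in WT replicates 1 and 3, against 118, 136 and 165 in KO, a log2 fold change of 2.65 that was 4.92 without WT replicate 2. Hbb-bs, which encodes an adult beta globin and has a close paralog, was at 408 ± 47.5 CPM in WT and 2220 ± 235 in KO (SD, n = 3 each). Its edgeR log2 fold change was 2.44 (SE 0.103, adjusted p 2.96e-08). The small RNA 7SK ranged from 27 to 100 counts in WT and from 137 to 528 in KO, with a log2 fold change of 2.66 (edgeR SE 0.507, adjusted p 0.001).

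The 5 largest falls were Cav1, Col1a1, Col1a2, Six2 and Matn4, and the 4 after Cav1 rested in size on WT replicate 1. Col1a1 had 49885, 1408 and 2623 counts in WT replicates 1 to 3 and 77, 200 and 115 in KO. Its edgeR log2 fold change was -6.75 (SE 1.3, adjusted p 0.00108), and -3.72 without WT replicate 1. For Col1a2 the log2 fold change was -5.03 with all libraries and -2.79 without WT replicate 1. For Six2 it was -4.68 and -2.44. Matn4 had 746 counts in WT replicate 1, 13 and 20 in the other WT libraries, and 10, 10 and 7 in KO. Its log2 fold change of -4.48 (edgeR SE 1.4, adjusted p 0.0172) was -0.64 without WT replicate 1, where edgeR gave an adjusted p of 0.231, and the call was also lost when any 1 KO library was left out.

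Among the 210 tested genes of the metabolic lists, 175 were called at day 15, and 176 when adjusted over the list alone. The 6 with the smallest adjusted p were Irs2, Tkt, Atp5j2, Slc2a1, Fasn and Cox7a2. Fasn, for fatty acid synthase, was at 694 ± 11.9 CPM in WT and 101 ± 18.5 in KO (SD, n = 3 each), with an edgeR log2 fold change of -2.78 (SE 0.115, adjusted p 2.75e-08). Slc2a1, a glucose transporter, went from 74.4 ± 3.3 to 18.7 ± 1.86 CPM with a log2 fold change of -2.00. The insulin signalling gene Irs2 changed by -2.35 and the pentose phosphate gene Tkt by -1.47 on the log2 scale. The ATP synthase gene Atp5j2 and the cytochrome oxidase gene Cox7a2 were higher, with log2 fold changes of 1.60 and 1.67. In the length and GC corrected fit the log2 fold changes were -1.57 for Fasn, -1.51 for Slc2a1, -1.26 for Irs2, -0.99 for Tkt, 1.58 for Atp5j2 and 1.14 for Cox7a2.

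Of the 10 metabolic lists, camera called 5 at day 15. The nuclear genes of oxidative phosphorylation (OXPHOS) were higher in KO, with a median log2 fold change of 0.88 over 70 genes (camera in limma, adjusted p 4.2e-13), of which 56 were called higher and 5 lower. All 13 mitochondrially encoded OXPHOS genes were called higher, with a median of 1.12 (camera in limma, adjusted p 3.99e-08). Lists with lower medians were glucose, lactate and insulin (-0.89), fatty acid synthesis (-0.70) and glycolysis (-0.69), with camera adjusted p in limma of 4.7e-05, 0.00084 and 0.00573. The other 5 lists were not called and had medians of -0.51 (serine and one-carbon), -0.26 (cholesterol synthesis), -0.16 (pentose phosphate), 0.04 (fatty acid oxidation) and 0.01 (TCA cycle), of which pentose phosphate turned to 0.01 with upper-quartile scaling. Leaving out 1 library brought the TCA cycle as low as -0.04 and fatty acid oxidation just under 0, so these medians have no stable sign. The set test itself moved the count most: with fry all 10 lists were called, and with an estimated correlation 0 were, the smallest adjusted p being 0.099 in limma. With length and GC corrected, the same 5 lists were called, with medians of 0.50 for nuclear and 0.19 for mitochondrially encoded OXPHOS. Without the parents of processed pseudogenes, a choice made after seeing the data, camera called the same 5 lists and cholesterol synthesis (median -0.32, limma adjusted p 0.0286). With the correction as well, 4 were called and glycolysis, with 7 genes left, was not (limma adjusted p 0.155).

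**Figure D4:**
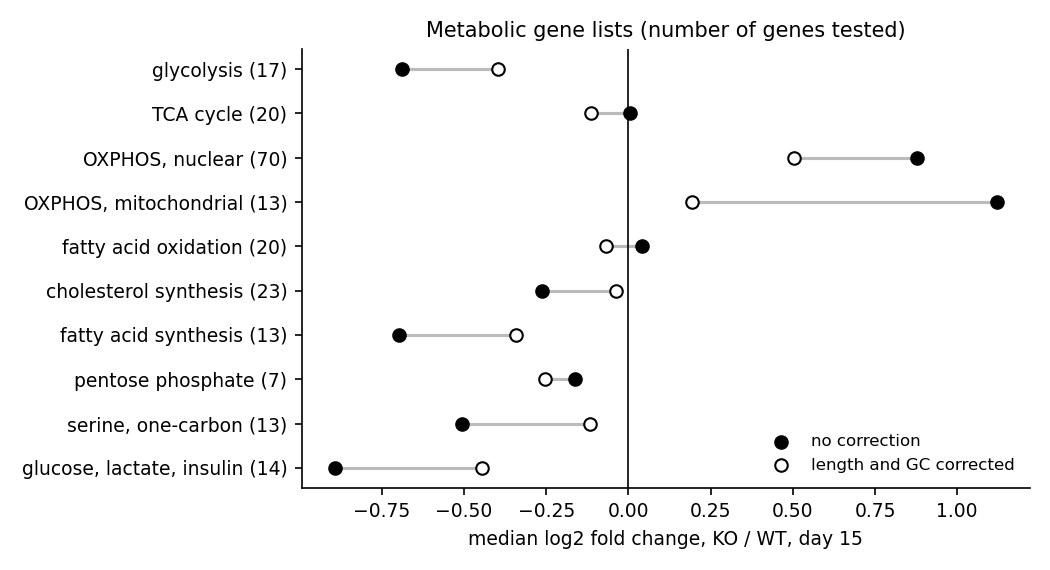
Median log2 fold change of KO over WT at day 15 for the 10 metabolic lists, with the number of genes tested in brackets. Filled points are without and open points with the length and GC correction; for mitochondrially encoded OXPHOS the median goes from 1.12 to 0.19.

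The medians of the other gene lists at day 15 are given without a test, the corrected fit second. Of the connective tissue and vessel lists, the values in KO were: fibroblast and meninges -2.19 and -1.69, cartilage and bone -2.18 and -1.20, pericyte and smooth muscle -1.51 and -0.66, and endothelium -1.37 and -1.01. Without WT replicate 1 fibroblast and meninges stayed at -1.91 (-1.30 corrected), but cartilage and bone was at -0.31 (0.49 corrected), so that its fall rested on that library. The erythroid list was at 1.28 and 0.90, and skin at 1.11 and 1.13, whereas skeletal muscle was at -1.27 and -1.25, pituitary at -0.62 and -0.23, choroid plexus at -0.40 and -0.53, and eye at -0.15 and 0.13. Progenitors were at -0.70 and -0.88, intermediate progenitors at -1.31 and -0.78, immature neurons at -0.34 and 0.11, mature neurons at -0.69 and -0.07, astrocytes at -0.34 and -0.32, oligodendrocytes at 0.37 and 0.22, and microglia at -0.26 and -0.26. Forebrain genes were at -1.03 and -0.28 and hindbrain and spinal Hox genes at -1.31 and -0.97. Proliferation genes were at -0.77 and -0.48, immediate early genes at -0.97 and -0.43, interferon and inflammation genes at 0.02 and -0.16, and replication-dependent histones at -0.01 and -0.21. Xist was at 0.75 and 0.56. With upper-quartile scaling the medians of eye (0.02) and histones (0.17) changed sign, and those of the other lists here did not.

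Several of these medians rested on 1 library when each was left out in turn, without correction. Skeletal muscle was at 0.56 and pituitary at 0.35 without WT replicate 1, and skeletal muscle at -2.58 without KO replicate 2. Skin was at 0.50 without KO replicate 2. The Hox median turned above 0 without WT replicate 3, the only WT library that held more than 8 counts of any of them, for example 0, 0 and 867 of Hoxa5. The other WT libraries are near the floor for most of these genes, so that no size is given. None of the 8 was called with all libraries, and their direction is not known. Choroid plexus was at -0.14 without KO replicate 1 and microglia at -0.16 without WT replicate 1. Eye, interferon and inflammation genes, and histones changed sign with the library left out. Apart from cartilage and bone, the other lists kept their sign and stayed within 1.5-fold of their medians.

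The design also allows a view of the genotype difference along the axis from fetal to week 70 brain. Of the 11993 genes called between the genotypes, 39.6% changed in KO toward week 70. The share was 40.7% over all tested genes and 41.8 to 42.8% in the central 95% of 10000 random sets matched on expression. Unchanged simulated groups gave 46.9 to 52.5%, with a mean of 49.8%. The choice of reference moved the share most: it was 31.2% against the KO fetal mean, where unchanged groups gave 46%, and 48.8% against the WT fetal mean, where they gave 53.3%. With length and GC corrected it was 46.3%.

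Age was compared within the knockout, with 2 libraries at week 70 against 3 at day 15. Any difference in how the libraries of the 2 ages were made or counted is part of this comparison. Sex is part of it as well. By Xist and Y-linked counts, the KO day 15 libraries and week 70 replicate 1 look female and week 70 replicate 2 looks male. The 2 week 70 libraries also differed in other ways. The choroid plexus gene Ttr had 910 and 32809 counts in replicates 1 and 2, and the immediate early gene Arc had 9893 and 997. For such genes the week 70 mean joins unlike samples. Here edgeR tested 20000 genes and called 16390 (82%), 7514 higher and 8876 lower at week 70, and 12103 of them changed by at least 1 on the log2 scale. CPM did not overlap between the ages for 17587 genes (87.9%), where chance gives 20%. The restriction to protein-coding genes with no processed pseudogene moved the count most, to 10849 of 13482 genes, and upper-quartile scaling moved the median log2 fold change of all genes from -0.19 to -0.44.

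The largest rises by age were Mobp, Scn4b, Gpr37l1 and Egr4. Mobp, a myelin gene, had 2, 5 and 3 counts at day 15 and 33956 and 31288 at week 70, with an edgeR log2 fold change of 13.32 (SE 0.178, adjusted p 4.15e-11). The other 3 were at or under the floor in all KO day 15 libraries: Gpr37l1 was at least 1980-fold higher at week 70, Scn4b at least 1470-fold and Egr4 at least 388-fold. Counts of Scn4b were 6071 and 2475 in the week 70 replicates, and those of Egr4 were 1563 and 683, so that both bounds rest on unlike replicates. The largest falls were Knl1, with 489, 566 and 647 counts at day 15 and 0 in both week 70 libraries, at least 170-fold lower, and the processed pseudogenes Eif3s6-ps1, Npm3-ps1 and Selenok-ps5. These pseudogenes had 0 counts at week 70 and were at least 125-fold, 112-fold and 111-fold lower, and the low share of all processed pseudogenes in those libraries limits what their values say about expression. All 7 tested genes of the caveolae list were called, and all 7 when adjusted over the list alone. Cavin1, Cavin2, Cavin3, Pacsin2, Ehd2 and Cav2 were higher at week 70, with log2 fold changes of 2.60, 2.58, 2.32, 2.32, 1.90 and 1.64, and Cavin4 was lower (-3.21).

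Of the 210 tested genes of the metabolic lists, 191 were called by age, and 191 when adjusted over the list alone. Camera called 5 of the 10 lists, all higher at week 70: glycolysis (median log2 fold change 3.06), fatty acid synthesis (1.83), TCA cycle (1.41), nuclear OXPHOS (0.92) and fatty acid oxidation (0.72). Their camera adjusted p in limma lay between 4.29e-10 for nuclear OXPHOS and 0.00295 for fatty acid oxidation. The lists not called had medians of 0.66 (glucose, lactate and insulin), 0.62 (mitochondrially encoded OXPHOS, 0.36 without week 70 replicate 1), 0.19 (cholesterol synthesis), 0.05 (pentose phosphate) and -0.58 (serine and one-carbon); upper-quartile scaling turned cholesterol synthesis to -0.06 and pentose phosphate to -0.20. With length and GC corrected, the medians of the 5 called lists were 2.53 (glycolysis), 1.28 (fatty acid synthesis), 1.66 (TCA cycle), 1.81 (nuclear OXPHOS) and 0.97 (fatty acid oxidation). Mitochondrially encoded OXPHOS was then at 2.30 and also called (camera in limma, adjusted p 9.17e-06). Without parents of processed pseudogenes and without the correction it was at -0.17 over 9 genes and not called (camera in limma, adjusted p 0.726), so that both its sign and its size depend on these choices. The lists contain such parents, whose rises by age are uncertain. Without them camera called the same 5 lists, with medians of 2.98 for glycolysis (7 of 17 genes), 1.86, 1.24, 0.83 and 0.65 in the same order. With the correction as well, fatty acid oxidation was at 0.32 and not called (camera in limma, adjusted p 0.153), and mitochondrially encoded OXPHOS was called. With fry 8 lists were called and with an estimated correlation 0, the smallest adjusted p being 0.251 in limma. Other lists moved further, such as oligodendrocyte (median 7.34), astrocyte (5.46), mature neuron (3.81), microglia (3.75) and proliferation genes (-6.05, or -5.91 with 2 genes at the floor taken at their bound).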

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

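The corrected fit, thinning, the restriction to genes with no processed pseudogene and list medians without 1 library or without pseudogene parents were chosen after seeing the data; the other alternatives were fixed before.

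For KO against WT at day 15, the count of 11993 genes stayed between 8586 and 12542 under the alternatives that kept the threshold, and fell to 3702 when a log2 fold change of at least 1 was required as well, which is the construction of that setting. The lowest count, 8586, came from testing 13147 protein-coding genes with no processed pseudogene. Leaving out 1 library gave 10998 to 11365 calls. DESeq2 called 10934 genes and gave no adjusted p for 20 genes, 10 of them called by edgeR, among them Col1a1, Six2 and Matn4. The log2 fold change of Cav1 lay between -8.66 and -6.92 under all alternatives run, with edgeR and DESeq2 adjusted p from 8.33e-23 to 3.96e-06.

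By age, the count of 16390 stayed between 14876 and 18622, except for 12103 with a log2 fold change of at least 1 and 10849 among protein-coding genes with no processed pseudogene, where 13482 instead of 20000 genes were tested. Leaving out 1 KO day 15 library gave 15534 to 15538 calls. Leaving out 1 week 70 library leaves a single one, so that only fold changes were taken and no calls were counted. The fold changes kept their sign for 99.98% and 99.96% of the called genes.

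The number of metabolic lists called at day 15 was 5 with camera, 10 with fry and 0 with an estimated correlation, and 5 in each of the 6 fits that left out 1 library. By age the numbers were 5, 8 and 0, with 5 in each of the 3 fits that left out 1 day 15 library and 6 in the corrected fit, where mitochondrially encoded OXPHOS was added. The cause of the differences between set tests was not tested. With an estimated correlation none of the called lists passed the threshold.

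The share of called genes that move toward week 70, 39.6%, was 31.2% with the KO fetal mean and 48.8% with the WT fetal mean as reference, 40.5% with upper-quartile scaling, 40.7% at an adjusted p under 0.01, and 46.3% in the corrected fit. It ranged from 38.7 to 40.9% when 1 library was left out. Unchanged simulated groups gave 46% with the KO and 53.3% with the WT fetal mean as reference, a smaller gap than the observed one. The cause of these differences was not tested.

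The length and GC correction reversed the direction of 860 of the 7437 genes called with and without it at day 15, with a median absolute log2 fold change of 0.38, and of 603 of 13832 by age (0.53). Among the single genes and lists named in the results, none was called in both directions by edgeR or camera. Cavin3 at day 15 (-0.04) was at 0.13 with upper-quartile scaling, 0.15 in the corrected fit, and 0.18 in the corrected fit with the replicate block, and ranged from -0.21 without WT replicate 2 to 0.26 without WT replicate 1 (0.05 without KO replicate 3). It was called in none of them. For the TCA cycle list at day 15 the direction of camera turned from lower to higher with upper-quartile scaling (camera in limma, adjusted p 0.903), while its median went from 0.01 to 0.18. Upper-quartile scaling also turned the medians of pentose phosphate in both comparisons and of cholesterol synthesis by age, none of them called. Without pseudogene parents the median of mitochondrially encoded OXPHOS by age turned from 0.62 to -0.17, that of pentose phosphate by age from 0.05 to -0.03, and that of fatty acid oxidation at day 15 from 0.04 to -0.16. The direction of camera turned to higher for the TCA cycle at day 15 (limma adjusted p 0.637) and for serine and one-carbon by age (limma adjusted p 0.965). With the correction alone, the day 15 medians of the TCA cycle and fatty acid oxidation were -0.11 and -0.07. Without parents and with the correction, glucose, lactate and insulin by age was at -0.03. None of these lists was called in those settings. By age, the serine and one-carbon list was higher with fry (adjusted p 0.00119), and the cholesterol synthesis list was lower in the corrected fit (camera adjusted p 0.826). Across all other settings of single genes and lists, those without pseudogene parents not counted, 10 list results were weaker and 8 stronger. All but 1 of these changes came through the choice of set test. Without parents, camera in limma also called cholesterol synthesis at day 15 (adjusted p 0.0286). With the correction as well, camera in limma no longer called glycolysis at day 15 (adjusted p 0.155) or fatty acid oxidation by age (adjusted p 0.153). It then also called mitochondrially encoded OXPHOS by age (adjusted p 0.000895). Leaving out 1 library made 4 gene results weaker, each of them Matn4. It moved the log2 fold change by more than its standard error for 15 of 23 named genes at day 15, among them Cav1, Rpl29, Ooep, Col1a1, Col1a2 and Six2. By age it did so for 6 of 15, among them Scn4b, Egr4 and Cavin2. The day 15 list medians that leaving out 1 library moved are described with the results, as is mitochondrially encoded OXPHOS by age. Pentose phosphate by age (0.05) was at 0.01 without KO day 15 replicate 2 and at 0.08 without KO day 15 replicate 3.

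The replicate numbers do not pair the samples: same-numbered WT and KO libraries deviated from their group means with correlations of -0.16, -0.19 and -0.18. With a replicate block, edgeR called 11184 genes at day 15, 8776 with the length and GC correction as well, and 14876 by age. The block left the log2 fold change of Cav1 at -7.41 and the number of called lists at 5 in both comparisons. It is given only because the labels number the replicates alike.

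Depth limits the genes at the floor. Cav1 in KO and Gm15581 in WT at day 15 can be given only as bounds.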

Other observations

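The tests of depth, pseudogene-free genes and regrouped lists were set out before their own results were seen. Those of depth and pseudogene-free genes were nevertheless chosen after seeing the data. The other tests below were chosen after the pattern had been seen.

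Most tested genes differed between KO and WT at day 15, and several technical sources were weighed. Only 1 of the 10 splits of the 6 fetal libraries, the split by genotype, gave as many calls, but 10 splits cannot give a share under 0.1, and the other splits mix the genotypes. Thinning the WT libraries to the KO depth left 11673 calls, which argues against depth. The length and GC correction left 9621 calls, which argues against those trends as the whole source, although it lowered the SD of the log2 fold changes from 0.84 to 0.64. The highest Y-linked count in any fetal library was 4, so a difference in fetal sex is not seen. Among protein-coding genes with no processed pseudogene 65.3% were called, which argues against reads shared with pseudogenes. A batch that coincides with genotype remains open: the shallowest WT library was 1.27 times as deep as the deepest KO library, and the labels name no batch. Genotype and batch cannot be told apart here, and the number of calls may reflect either.

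With camera, 4 of the 10 splits of the 6 fetal libraries, the split by genotype included, gave at least 5 called metabolic lists. Each other split sets 2 libraries of one genotype and 1 of the other against the rest, so it keeps part of the genotype difference, and these counts decide nothing about the lists.

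Matched lists test whether length and GC alone could give the list medians. Each was set against 10000 random lists matched on length, GC and expression. Nuclear OXPHOS, with a median of 0.88, was at percentile 100, above a central 95% range of 0.34 to 0.62 in matched lists, so that length and GC do not account for all of its rise. For mitochondrially encoded OXPHOS the percentile was 97.9, but these genes are far more abundant than their matches (median log2 CPM 8.79 against 7.02), and the median fell to 0.19 in the corrected fit, so the trend and a change of its own cannot be told apart. Glycolysis was at percentile 4.31, fatty acid synthesis at 14.6 and the glucose, lactate and insulin list at 2.76, all inside the central 95%. Their lower medians may follow from length and GC, although the corrected fit still called them with camera. Batch remains open for all 5 lists, and an effect of the genotype on metabolism is untested apart from it.

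Cartilage and bone genes were high in WT day 15 replicate 1. All 8 genes of a list written beforehand were highest in that library among the 6 fetal libraries, by 2.84-fold (Col9a2) to 222-fold (Ibsp) over the mean of the other WT libraries where those were above the floor, and Matn1 was at least 194-fold higher. The median log2 difference from the other WT libraries was 2.91 after the length and GC correction, which argues against those trends. Skeletal tissue in that dissection is a candidate explanation. Col1a1, Col1a2, Six2 and Matn4, named among the largest falls, were also highest there. The fall of the cartilage and bone list in KO, with a median of -2.18, came with this library: without it the median was -0.31, and 0.49 in the corrected fit.

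Fibroblast and meningeal genes, unlike cartilage and bone genes, were lower in KO day 15 beyond this library. Without WT replicate 1 the median of their list was -1.91, at percentile 0 among matched lists, which argues against length and GC as the whole source. Less meningeal tissue in every KO dissection would lower all abundant fibroblast genes. Without WT replicate 1, Dcn and Lum had a mean log2 fold change of 0.73, while Col1a1, Col3a1 and Igf2 were at -3.72, -2.86 and -2.16. Dcn passed the threshold (edgeR adjusted p 0.00174) but Lum did not (0.246). Lum stood at 5.28, 23.3 and 11.9 CPM in KO replicates 1 to 3, against 6.44 and 11.4 in WT replicates 2 and 3. Its rise thus rested on KO replicate 2. In the corrected fit without WT replicate 1, Dcn was at 0.18 (edgeR adjusted p 0.423) and Col1a1 at -2.52. A uniform loss of fibroblasts is therefore argued against only weakly, by Dcn and Lum, 2 of the 9 genes of the list. All 9 were expressed in these brains. A change in the kind of connective tissue, a batch and an effect of the genotype remain open and may each contribute.

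Adult haemoglobin genes and the embryonic genes Hbb-y and Hba-x moved in opposite directions at day 15. The 4 adult genes had a mean log2 fold change of 1.81 in KO, while Hbb-y and Hba-x together had -0.88. Hbb-bh1, left out of both means, held 8, 14 and 19 counts in WT and 8, 16 and 11 in KO. With all libraries its CPM overlapped between the genotypes, at 0.374, 0.699 and 0.956 in WT and 0.485, 0.89 and 0.638 in KO. Its log2 fold change without WT replicate 1 was -0.27 (edgeR adjusted p 0.601). Hbb-bh1 thus showed no clear fall, and the embryonic side rests on 2 genes. More blood in the KO samples would raise adult and embryonic genes alike, so it is argued against as the whole source. In the corrected fit the means were 1.35 and -1.36, which argues against length and GC. A later stage of the KO fetuses could produce such a switch. The share of called genes that moved toward week 70 was 46.3% after correction, which does not decide, because week 70 libraries differ in more than age. Batch remains open as well.

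Before correction, 39.6% of the called genes changed toward week 70, so that most pointed away from it. With length and GC corrected, 46.3% moved toward week 70, with 45.3 to 48% when 1 library was left out, against 46.9 to 52.5% in unchanged simulated groups. The share with all libraries lay under the simulated range, while shares with 1 library left out reached into it. Each simulation used 1000 genes, against 9621 called genes in the corrected fit, and no simulated range is given for that fit. The comparison therefore cannot tell the trends and a remaining difference apart.

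Gm15581 and Cav2, which lie near Cav1, were both higher in KO. The median absolute log2 fold change of the 10 tested genes on each side of Cav1 was 0.78, at percentile 94.3 of 18626 windows. A local effect of the targeted locus may be involved, but a median over 20 genes cannot exclude or establish an effect on 2 of them. The counting of overlapping or antisense reads is not stated, and for Cav2 the log2 fold change fell from 1.56 to 0.80 with the correction.

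By age, 80.5% of protein-coding genes with no processed pseudogene were called, and the length and GC correction left 15688 calls, so that neither shared reads nor those trends account for most of the calls. Processed pseudogenes themselves were low at week 70. In 736 families of a parent gene and its pseudogenes, the pseudogene share restates this: it was lower at week 70 than in KO day 15 for 95.7%, with medians of 18.9% in KO day 15, 20.3% in WT day 15 and 1.01% at week 70. Gapdh, chosen after its values were seen and a parent of processed pseudogenes, had 197 to 282 counts in the fetal libraries and 2093 and 3188 at week 70. A candidate explanation is that reads matching several genes were assigned differently in the libraries of the 2 ages. A parent would then gain what its pseudogenes lose. In the 210 families with at least 50% of WT day 15 counts in pseudogenes, the median log2 change by age was 1.61 for the parent and -0.44 for the family total, where the loss of the pseudogene part alone would give -1.93. Over all families the pseudogene share in WT correlated with the change of the parent (rho 0.42) and not with that of the total (-0.07). The evidence over all parents is weaker: the pseudogene share and the parent moved in opposite ways in 63.3% of families. Of the tested parents 62.2% rose, against 56.9% of matched genes with no processed pseudogene. A parent that is low in the fetus for other reasons also has a high pseudogene share, so a true rise of parents stays open. Falls of pseudogenes and rises of their parents by age are therefore not evidence of a change in expression. A difference in age of the animals also remains, and the labels do not separate it from the counting.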
